# Optimized assay for transposase-accessible chromatin by sequencing (ATAC-seq) library preparation from adult *Drosophila melanogaster* neurons

**DOI:** 10.1038/s41598-022-09869-4

**Published:** 2022-04-11

**Authors:** Collin B. Merrill, Miguel A. Pabon, Austin B. Montgomery, Aylin R. Rodan, Adrian Rothenfluh

**Keywords:** Next-generation sequencing, Molecular neuroscience

## Abstract

Assay for transposase-accessible chromatin by sequencing (ATAC-seq) is rapidly becoming the assay of choice to investigate chromatin-mediated gene regulation, largely because of low input requirements, a fast workflow, and the ability to interrogate the entire genome in an untargeted manner. Many studies using ATAC-seq use mammalian or human-derived tissues, and established protocols work well in these systems. However, ATAC-seq is not yet widely used in *Drosophila*. Vinegar flies present several advantages over mammalian systems that make them an excellent model for ATAC-seq studies, including abundant genetic tools that allow straightforward targeting, transgene expression, and genetic manipulation that are not available in mammalian models. Because current ATAC-seq protocols are not optimized to use flies, we developed an optimized workflow that accounts for several complicating factors present in *Drosophila*. We examined parameters affecting nuclei isolation, including input size, freezing time, washing, and possible confounds from retinal pigments. Then, we optimized the enzymatic steps of library construction to account for the smaller *Drosophila* genome size. Finally, we used our optimized protocol to generate ATAC-seq libraries that meet ENCODE quality metrics. Our optimized protocol enables extensive ATAC-seq experiments in *Drosophila*, thereby leveraging the advantages of this powerful model system to understand chromatin-mediated gene regulation.

## Introduction

Assay for transposase-accessible chromatin by sequencing (ATAC-seq) is a relatively new technique that has advanced our understanding of chromatin-mediated gene regulation. The technique offers several advantages over other sequencing techniques that examine chromatin, such as DNase-seq, micrococcal nuclease (MNase-seq), or formaldehyde-assisted isolation of regulatory elements (FAIRE-seq), including low input requirements (50,000–60,000 nuclei vs. 50 million nuclei for DNase-seq or 1–10 million nuclei for MNase- or FAIRE-seq)^1–3^, less hands-on time, no harsh chemicals such as paraformaldehyde, and no antibody optimization or complicated pull-down methods. ATAC-seq is also robust to small sample sizes and has been adapted for single-cell applications^4,5^. Thus, ATAC-seq is quickly becoming the assay of choice for chromatin studies.

ATAC-seq was developed using peripheral blood samples^6^, and many studies using ATAC-seq focus on mammalian or human-derived tissues^7–9^. Recent studies used ATAC-seq to investigate other tissue types, including tissues from plants^10^, zebrafish^11^, and livestock^12^. Some ATAC-seq studies using *Drosophila melanogaster* have been published, though many of these studies focus on embryogenesis and larvae^13–15^. One recent report performed ATAC-seq from central brains after fluorescent sorting of GFP-positive cell bodies^16^. However, the physical dissection and dissociation of many brains can be labor-intensive and yield relatively few cells, in that case 6000–10,000 cells^16^. We were interested in optimizing the standard ATAC-seq protocol to allow efficient library preparation while taking advantage of the many genetic tools available for labeling specific *Drosophila* neurons^17^.

ATAC-seq library preparation has several parameters that can be optimized based on the input tissue. Many of these parameters are addressed in the original ATAC-seq protocol^6^. Additional studies optimized ATAC-seq library preparation from various tissue types in several storage conditions^18–21^. Most studies in *Drosophila* larvae treat the tissue similarly to mammalian tissues, only adding an additional washing step to clean the embryos or larvae before homogenization^14,22^. ATAC-seq library preparation using adult *Drosophila* poses challenges that are not present in other tissues. For example, the insect cuticle is a chitin structure that is difficult to process by simple homogenization. Another challenge is eye color, which is commonly used to identify the presence of transgenic insertions, and many transgenic fly lines contain the *mini-white* (*w*^+*mC*^) gene. In a *w*^*-*^ background, *mini-white* confers a yellow to red eye color, so eye color can range from white (*w*^*−*^) to red, depending on the genotype. Some *Drosophila* retinal pigments emit fluorescence^23,24^ that can complicate fluorescent-activated nuclei sorting (FANS). Finally, the *Drosophila* genome is considerably smaller than mammalian genomes^25,26^, so established ATAC-seq parameters may use higher-than-optimal enzyme concentrations and long incubation times that may lead to low-quality ATAC-seq libraries when prepared from fly tissues. Thus, optimizing each parameter for ATAC-seq library preparation using adult flies should be performed prior to sequencing. However, these experiments add considerable sequencing costs, putting the approach out-of-reach for many labs.

Identifying cell- and tissue-specific roles in organism function is a major goal of many current studies, which require specific and sensitive detection of target cells, especially for rare cell types. To facilitate these studies, we developed a protocol to generate ATAC-seq libraries from adult *Drosophila* neurons. Our goal was to optimize each variable in the library preparation process, with particular attention to challenges specific to *Drosophila* model systems. Our protocol provides guidelines for ATAC-seq library preparation using *Drosophila* and outlines the optimal parameters for each library preparation step. This protocol will accelerate studies of chromatin-mediated gene regulation in flies by coupling the powerful genetic tools in *Drosophila* with high-throughput, in-depth examination of chromatin structure.

## Materials and methods

### Fly strains

The following fly lines were obtained from the Bloomington Drosophila Stock Center (Indiana University, Bloomington, IN, USA) and used in this study: *Canton S* (BL64349), *tub-Gal4* (BL5138), *elav*-*Gal4* (BL458), *nSyb-Gal4* (BL51635) *UAS-GFP-nls* (encoding green fluorescent protein with a nuclear localization signal; BL4775), *UAS-Stinger* (a super-bright GFP-nls variant; BL84277), *TH*-*Gal4* (BL8848), *Cha-Gal4.19B* (BL6798), and *vGAT*-*Gal4* (BL58980). w* Berlin flies have been in the lab for many generations^27^ and were originally a gift from Martin Heisenberg. Flies were reared in bottles containing standard cornmeal agar and grown at 25 °C with 70% relative humidity and a 12-h light/dark cycle.

### Nuclei isolation

All equipment and buffers were pre-chilled to be ice-cold. All plastic and glassware used for nuclei isolation was pre-treated with 1% bovine serum albumin (BSA) in phosphate-buffered saline (PBS). Flies were collected into empty bottles and frozen at − 80 °C. Then, the flies were placed in pre-chilled (in a − 80 °C freezer) sieves and agitated for 1 min to separate the heads from the bodies. The fly heads were added to lysis buffer [10 mM Tris–HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 0.1% Nonidet P40 substitute, 0.01% digitonin (ThermoFisher Scientific, Waltham, MA, USA), and 1% bovine serum albumin] in a Dounce homogenizer. The tissue was homogenized with the A pestle until the resistance disappeared. The crude homogenate was passed through a 40 μm filter and homogenized with 15 slow strokes with the B pestle. The crude nuclei were washed with wash buffer (10 mM Tris–HCl, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, and 0.1% Tween-20) and centrifuged at 500*g* for 10 min per wash. The washed nuclei were resuspended in 1 mL wash buffer with 3 mM DAPI for evaluation and sorting.

### Fluorescence-activated nuclei sorting (FANS)

Nuclei were evaluated and sorted with a BD FACS Aria flow cytometer (BD Biosciences, San Jose, CA, USA) operated by the University of Utah Flow Cytometry Core facility. Nuclei collected from w* Berlin flies (no GFP) were stained with 3 μM DAPI and used as the GFP-negative control to set the sorting gates. GFP-positive nuclei were collected into 500 μL wash buffer and stored on ice until use for ATAC-seq library prep. Nuclei counts were determined using an internal control bead population (Spherotech, Lake Forest, IL, USA) at 10^6^ beads/mL. Briefly, 20 μL of well-mixed beads were added to 200 μL of nuclei suspension and gently mixed. Data was recorded for the bead and cell mixture until at least 10,000 singlet beads were collected. Nuclei were identified based on the forward scatter signal and DAPI intensity. The number of nuclei was calculated as follows: number of nuclei recorded × 10^5^/number of beads recorded = number of nuclei/mL.

### DNA tagmentation, amplification, and purification

Purified nuclei were centrifuged for 10 min at 500*g* at 4 °C. The pellet was mixed with 22.5 μL 2× Tn5 tagmentation buffer [20 mM Tris–HCl pH 7.6, 10 mM MgCl_2_, and 20% dimethyl formamide (Sigma Aldrich, St. Louis, MO, USA) in sterile water], 16.5 μL 1× PBS, 0.5 μL Tween-20, 5.5 μL water, and Tn5 enzyme (Illumina, Inc., San Diego, CA, USA). The mixture was incubated at 37 °C for various times and the DNA was purified using a MinElute PCR purification kit (Qiagen, Germantown, MD, USA). Then, the purified DNA was mixed with CD index primers (Illumina) and Phusion High Fidelity PCR MasterMix (New England Biolabs, Ipswich, MA, USA) and was amplified by 1 cycle of 72 °C for 5 min and 98 °C for 30 s, followed by 5 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min in a C100 thermocycler (BioRad, Hercules, CA, USA). 5 μL of this reaction was removed and used for a qPCR side reaction. The aliquot was mixed with the same CD index primers and SsoFast EvaGreen Supermix (BioRad) and amplified for 1 cycle of 98 °C for 30 s and 40 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min in an Applied Biosystems 7900HT qPCR instrument (ThermoFisher Scientific). Total fluorescence was calculated from the background-subtracted maximum fluorescence of each sample. The cycle number corresponding to a portion of the total fluorescence was determined (~ 8–10 cycles) and the DNA was amplified for this number of additional cycles. After amplification, the DNA was purified with 0.5× and 1.1× AMPure XP beads (Beckman Coulter, Indianapolis, IN, USA) to remove primer-dimers and high-molecular weight DNA (> 5000 bp). The purified DNA was stored at − 20 °C until further analysis.

### ATAC-seq library quality assessment

ATAC-seq library quality was assessed using an Agilent 2200 TapeStation and High Sensitivity D5000 ScreenTape assays (Agilent Technologies, Inc., Santa Clara, CA, USA) at the Huntsman Cancer Institute High Throughput Genomics core facility or the Genome Technology Access Center of the McDonnell Genome Institute at the Washington University School of Medicine (St. Louis, MO, USA).

### Next generation sequencing and analysis

ATAC-seq libraries constructed using nuclei isolated from dopaminergic and GABAergic neurons were sequenced on a Novaseq 6000 instrument (Illumina) using 50-bp paired-end reads. The sequencing data was analyzed as previously described^28^. Briefly, Fastq files were quality checked using FastQC (v 0.11.9). Adapter sequences were removed with CutAdapt (v3.4). The sequenced reads were aligned to the dmel_r6.26 genome assembly using Bowtie2 (v2.4.2; Langmead and Salzberg^29^). Aligned reads were sorted with Samtools (v1.12; Li et al.^30^) and deduplicated with Picard (v2.23) using the MarkDuplicates command. Aligned, filtered, and deduplicated reads were used to call peaks using MACS2 software (v2.2.5; Zhang et al.^31^). Then, featureCounts (v2.6.4; Liao et al.^32^) was used to generate the count matrix. Differential accessibility analysis was performed using DESeq2 (v1.32.0; Love et al.^33^). Insert size distributions were calculated using Picard. Peaks were visualized using the IGV browser (v2.7.2).

### Statistical analysis

The data are represented as means ± standard deviation. Comparisons between homogenizer size and fly volume were analyzed by two-way ANOVA with Bonferroni’s multiple comparison tests. Freezing time was analyzed by one-way ANOVA using Tukey's multiple comparison tests. Eye color experiments, % read alignment, and fractions of reads in peaks (FRiP) were analyzed using Student's t-tests. Gal4-UAS and washing experiments were analyzed by simple linear regression, and analysis of covariance (ANCOVA). All statistical analyses were performed using GraphPad Prism 9 software (San Diego, CA, USA).

## Results

### Sample volumes, homogenization, and freezing time

Our goal was to identify the optimal conditions for nuclei isolation, purification, and ATAC-seq library preparation using adult *Drosophila*. We first asked if the number of flies used for head isolation and the size of the Dounce homogenizer play a role in the number of extracted nuclei that are labeled with DAPI. Using a larger volume of flies increased the number of extracted nuclei (2-way ANOVA, F(1,8) = 15.6, *p* = 0.004). The size of the Dounce homogenizer used for extraction did not significantly affect the total extracted nuclei if analyzed by 2-way ANOVA (F(1,8) = 2.0, *p* = 0.20; Fig. 1a), however, with 0.5 mL of flies, more nuclei were isolated with the 7 mL homogenizer (significant by isolated t-test). Thus, we recommend using the larger, 7 mL Dounce homogenizer to maximize nuclei extraction.

**Figure 1:**
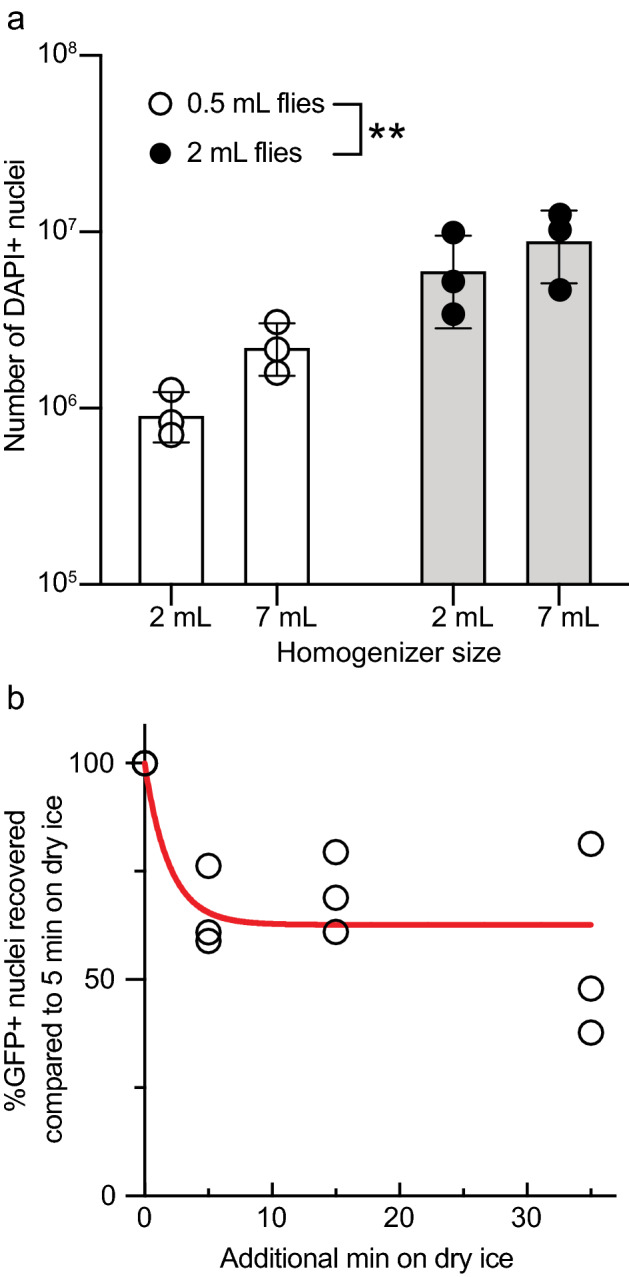
Sample volume and freezing time affect nuclei yield. (**a**) The number of flies used to collect heads prior to nuclei isolation increases the number of extracted nuclei, but the homogenizer size does not. The indicated volumes of w* Berlin flies were used for nuclei isolation. Data represent the mean ± SD of three independent experiments. (**b**) Freezing time longer than 5 min decreases GFP detection by flow cytometry. Flies expressing pan-neuronal GFP (*nSyb-Gal4 UAS-GFP-nls*) were counted at the low gate. Data represent three biological replicates. The data in (**a**) were analyzed by two-way ANOVA and the data in (**b**) were analyzed by nonlinear regression using one-phase exponential decay, K = 0.51 min^−1^, goodness of fit *R*^2^ = 0.64. **p < 0.01.

One advantage to using *Drosophila* is the availability of sophisticated genetic tools that allows the easy identification of target cells, which can then be isolated by flow cytometry. In our nuclei isolation procedure, live *neuronal synaptobrevin* (*nSyb*)*-Gal4* flies expressing pan-neuronal GFP-nls are frozen at − 80 °C for 5 min, which is similar to slow freezing, since the flies are not immediately frozen when placed in the freezer, as would occur when snap-freezing in liquid nitrogen. Snap-freezing can decrease GFP fluorescence^34^ and damage neurons^19,35^, thus decreasing the number of viable GFP-positive nuclei collected by flow cytometry. We hypothesized that extended freezing at − 80 °C could reduce GFP fluorescence or nuclear viability, so we performed a time-course experiment to examine whether freezing time influences the detection of GFP-positive nuclei by flow cytometry. Five minutes is about the minimum time per sample in which flies can be frozen at − 80 °C and homogenized when handling multiple samples. We observed that GFP fluorescence decreased quickly with additional time on dry ice but reached a plateau at ~ 60% fluorescence in the time analyzed (Fig. 1b, one-phase exponential decay, K = 0.51 min^−1^, goodness of fit *R*^2^ = 0.64). Therefore, we suggest that flies should only be frozen briefly (5 min or less) at − 80 °C when used for nuclei isolation and ATAC-seq library preparation.

### Flow cytometer specificity and sensitivity

ATAC-seq is prone to mitochondrial DNA contamination^6,18^, which reduces the number of reads aligning to the nuclear genome. Since *Drosophila* can be used to easily label target nuclei, fluorescence-activated nuclei sorting is a convenient way to isolate nuclei of interest while simultaneously reducing mitochondrial contamination. Sorting GFP+ nuclei using a flow cytometer is dependent on the gating scheme for the detection of green fluorescent signal. Detection schemes for stains usually come at a low gate (less signal required) and a high gate (more signal required). To determine the sorting sensitivity at these gates, we ubiquitously expressed a brighter version of nuclear GFP, *UAS-Stinger*, using a strong *Tubulin-Gal4* driver. At the low gate, we recovered ~ 80% of nuclei from ~ 100,000 DAPI+ nuclei (Fig. 2a,b), while we recovered ~ 12% of nuclei with the high gate (Fig. 2c,d). The data from these experiments suggest that the low gate has six- to seven-fold better sensitivity than the high gate.

**Figure 2:**
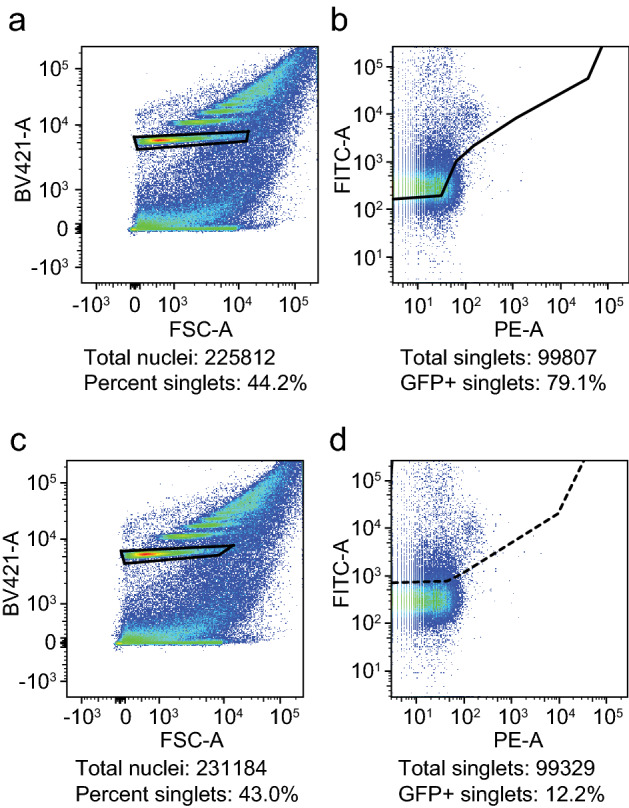
Differential sensitivity at the low and high sorting gate. *S*uper-bright nuclear GFP expression was driven using *tubulin*-*Gal4* (all nuclei are GFP+). Nuclei from heads were isolated and analyzed by flow cytometry using low- and high-stringency gating. (**a**) 79% of nuclei were GFP+ at the low gate (solid trapezoid). (**b**) 12% of nuclei were GFP+ at the high gate (stippled trapezoid). The left panels show forward scatter vs. DAPI staining and the right panels show GFP fluorescence.

To examine the sorting specificity, we evaluated the number of sorted ‘GFP+ nuclei’ in w* Berlin flies, which are all GFP-negative. Sorting at the low gate yielded 0.093% ‘GFP+’ nuclei (Fig. 3a), while at the high gate, 0.026% of nuclei were ‘GFP+’ (Fig. 3b). Together, these data suggest that the high gate has fourfold higher specificity and is better at calling true positives. As expected, there is a tradeoff between sensitivity and specificity when using low and high GFP+sorting gates.

**Figure 3:**
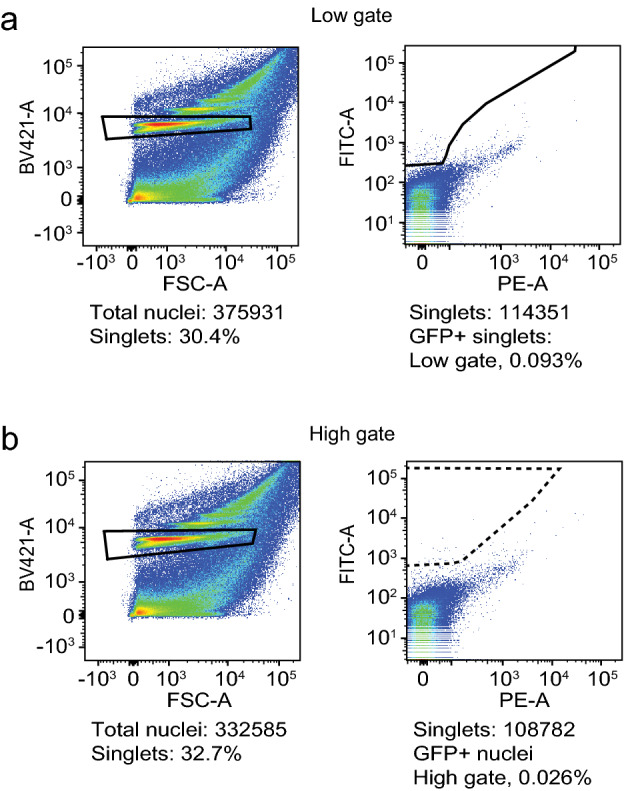
Flow cytometry shows high specificity and few false positives. Nuclei were isolated from w* Berlin heads (GFP-negative) and analyzed by flow cytometry. (**a**) Representative dot plots of nuclei analyzed using the low gate. Nuclei were identified by DAPI staining (Y-axis) and forward light scatter (X-axis, left). The box indicates the sorted DAPI+ singlet nuclei, which were then analyzed for green fluorescence (Y-axis) and the red PE-A channel (X-axis, right), which allowed the best separation of GFP populations. The nuclei were sorted at the low gate (solid trapezoid box). 0.093% of input singlets were GFP false-positives (and 0.024% when applying the high gate in this sort). (**b**) Representative dot plots of nuclei analyzed using the high gate. Nuclei were isolated as in (**a**) and sorted for green fluorescence at the high gate (stippled trapezoid box, right). 0.026% of input singlets were GFP false-positives (and 0.10% when applying the low gate in this sort).

### Drosophila-specific parameters affect nuclei isolation

Using the high sorting gate, 1 in ~ 4000 nuclei are selected as false-positive. At face value, this is good specificity. However, assuming that a *Drosophila* head contains > 200,000 nuclei, > 50 of those will be sorted as false positives at the high gate (and > 200 at the low gate). These numbers would significantly contaminate the nuclei sorted from a genotype where Gal4 is expressed in a subset of only hundreds of neurons. The high gate will produce fewer false positives, thus increasing the specificity for the Gal4-expression pattern, but the high gate will also reduce the sensitivity and recovery of those Gal4 + neurons. Therefore, we asked whether we could increase the recovery via genetic means by increasing the number of *Gal4* or *UAS-GFP-nls* transgenic constructs to boost GFP expression. We used *ics-Gal4 UAS-GFP-nls* flies and crossed them to themselves, *ics-Gal4*, *UAS-GFP-nls*, or w* Berlin to generate flies with 4, 3, 3, or 2 combined copies of *Gal4/UAS* insertions, respectively. *ics-Gal4* expression includes many neurons and the expression pattern is not different between *ics-Gal4/* + hetero- and *ics-Gal4* homozygotes^36^. Expanding the copies of *Gal4/UAS* insertions increased the number of detected GFP+ nuclei (linear regression, slope ≠ 0, *p* = 0.0008, low gate; *p* = 0.001, high gate, Fig. 4a). At both gates, the recovery with 4 transgenes was about 20-fold higher than recovery with 2 transgenes. We therefore recommend that for Gal4-lines with sparse expression patterns, the amount of GFP produced should be increased genetically.

**Figure 4:**
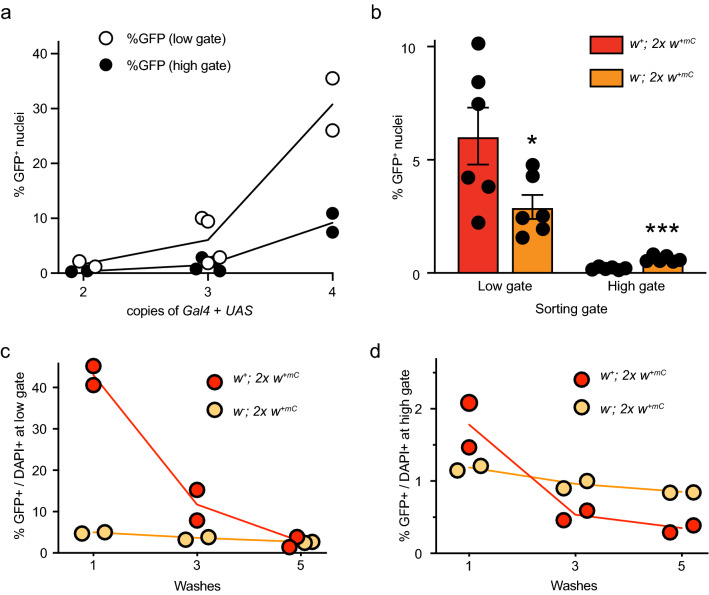
Physical parameters affecting ATAC-seq library preparation from *Drosophila* nuclei. (**a**) GFP+ nuclei from flies expressing multiple copies of Gal4 + UAS (*ics-Gal4 UAS-GFP-nls*) were isolated and analyzed by flow cytometry using low- and high-stringency gating. (**b**) Nuclei from cholinergic neurons (*Cha-Gal4 UAS-GFP-nls*) in red-eyed (*w*^+^ background) and orange-eyed flies (*w*^*–*^ background). Error bars represent the mean ± SD of six biological replicates and were analyzed by Student’s t-tests. (**c**,**d**) Nuclei from the same flies used in (**b**) were washed multiple times before analysis using low- (**c**) and high- (**d**) stringency gating. The data were analyzed using linear regression. All regression lines have slopes ≠ 0, *p* < 0.02.

Most *Drosophila* transgenic insertions are marked with a miniature copy of the *white*^+^ gene, *w*^+*mC*^. The presence of such a transgene will confer anywhere from pale yellow to red-colored eyes. In addition, the allele *w*^+*mC*^ is dosage-sensitive, i.e. the more transgenes in the fly labeled with *w*^+*mC*^, the closer to wild-type red the eye color will be. Since we suggested above that increasing the copy of *Gal4* and/or *UAS* transgenes will increase the recovery of GFP+ nuclei, we next wanted to determine if red-colored eye pigment interferes with sorting GFP+ nuclei. We crossed *w*^*-*^*;Cha-Gal4 UAS-GFP-nls* males to white-eyed (*w*^*−*^), or to red-eyed (*w*^+^) virgins and then collected the male progeny. Both of these male genotypes contain 2 *w*^+*mC*^ alleles from the transgenes, but one group is wild-type red-eyed (*w*^+^) and the other is orange-eyed (in a *w*^*-*^ background). At the low gate, we recovered almost twice as many ‘GFP+ nuclei’ (Fig. 4b), suggesting that red eye pigment from *w*^+^ contributes to the false positive rate. We hypothesized that increasing the number of washes during nuclei isolation would mitigate the false positive rate caused by red eye pigments. Washing the crude nuclei extracts one, three-, or five-times dose-dependently reduced the GFP+/DAPI+ ratio in red-eyed and orange-eyed flies. For the red-eyed flies, we observed the steepest decrease between one and three washes, and with three washes, there was no longer a difference in the GFP+/DAPI+ ratio between red- and orange-eye flies (Fig. 4c,d). We therefore recommend at least three washes, especially when sorting with the low-stringency gate and as more *w*^+*mC*^-marked transgenes are used, since the eye color will approach wild-type red.

### Reaction conditions affect library quality

Published ATAC-seq guidelines are based on mammalian genomes, which are approximately tenfold larger than the *Drosophila* genome^25,26^. Therefore, the parameters used for the Tn5 transposition reaction (incubation time and enzyme concentration) in mammalian cells may not be appropriate for fly nuclei. To determine the optimal Tn5 reaction conditions, we sorted GFP+ nuclei from fly heads and constructed ATAC-seq libraries. We evaluated the library quality using the guidelines recommended by Buenrostro et al.^37^. We first examined how reaction time affects the fragment distribution by sorting pan-neuronal GFP+ nuclei from *nSyb-Gal4 UAS-GFP-nls* fly heads. Then, we prepared ATAC-seq libraries using 1× Tn5 enzyme and sample incubation for 5, 23, and 60 min (Fig. 5a). A low reaction time decreased the nucleosome-free peak and increased the proportion of larger fragments up to 1000 bp, suggesting that di-, tri- and multi-nucleosome fragments are over-represented. Incubation for 23 min provided a fragment distribution with more nucleosome-free and fewer mono- and di-nucleosome fragments, while increasing the reaction time to 60 min biased the library toward smaller fragment sizes with relatively little evidence of larger fragments. Thus, for library preparation using *Drosophila* nuclei, 23 min is the optimal reaction time. We next examined how the Tn5 concentration affects libraries by collecting GFP+ nuclei from *tubulin-Gal4 UAS-stinger-nls* flies and tagmenting the DNA using 0.1×, 0.3×, 1×, and 3× Tn5 (compared to manufacturer recommendation; Fig. 5b). 1× Tn5 showed the largest peak around 200 bp, with additional skewing towards larger fragments. Reacting DNA using 3× Tn5 reduced both skewness toward larger fragments and the number of nucleosome-free fragments due to over-digestion of DNA [which was size-filtered (150–2000 bp) before analysis, Fig. 5b]. Reducing the Tn5 concentration to 0.1× showed skewness to higher fragments, but overall fewer amplified fragments and reduced overall recovery. We therefore recommend 1× Tn5 as the best balance between recovery of amplified fragments and avoiding over-digestion. Finally, we examined how library amplification affects quality. Like other sequencing library types, ATAC-seq libraries must be amplified to obtain sufficient DNA concentrations for sequencing. Buenrostro et al.^6,37^ suggested that ATAC-seq libraries should be amplified to 33% of maximal fluorescence obtained in a qPCR pre-reaction to ensure that sufficient material is present for sequencing, without the introduction of GC and size bias. We hypothesized that the smaller genome size in *Drosophila* would require more PCR cycles than libraries derived from mammalian nuclei. We tagmented DNA from pan-neuronal GFP+ nuclei from *nSyb-Gal4 UAS-GFP-nls* fly heads with 1X Tn5 and amplified the tagmented DNA to 25%, 33%, and 50% total fluorescence in a qPCR side reaction (40 cycles) to determine the number of PCR cycles needed for library amplification before sequencing (Fig. 5c). The library that was amplified to 33% total fluorescence had the smallest amount of nucleosome-free fragments and a large proportion of ~ 800–1200 bp fragments, which may correspond to a PCR bubble that arose from depleted PCR reagents, most likely primers^38^. In contrast, the library amplified to 25% total fluorescence showed a broad nucleosome-free peak and an even distribution of higher molecular weight fragments, while the library amplified to 50% total fluorescence showed a tall nucleosome-free peak that suggests a bias toward low molecular weight amplification. These results suggest that ATAC-seq libraries derived from *Drosophila* nuclei should be amplified to 25% of total qPCR fluorescence, though 33%-amplified libraries may also be suitable for sequencing after reconditioning PCR^39^.

**Figure 5:**
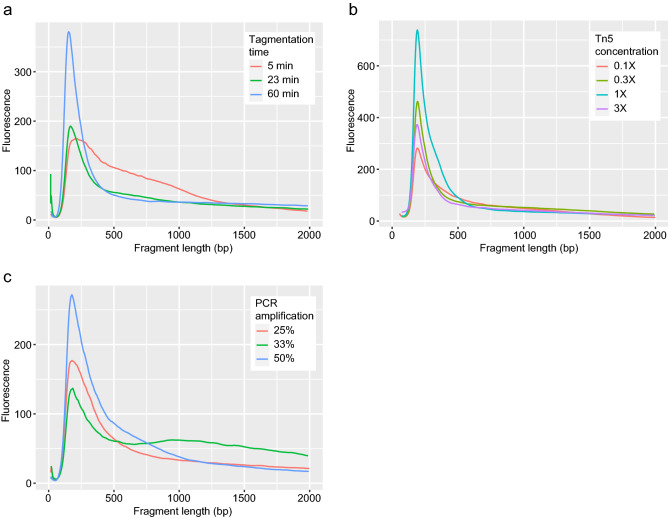
Optimal library construction parameters. Nuclear GFP expression was driven using various genotypes. Isolated nuclei were used in ATAC-seq library construction. The fragment sizes and relative fluorescence from Tapestation data are shown. (**a**) Tn5 reaction time; (**b**) Tn5 concentration; and (**c**) post-Tn5 PCR amplification. GFP expression was driven using (**a**,**c**) *nSyb-Gal4 UAS-GFP-nls* or (**b**) *tubulin-Gal4 UAS-Stinger.*

### Optimized reaction conditions generate ATAC-seq libraries conforming to ENCODE standards

Finally, we combined our optimized parameters (Supplementary File 1) to generate and sequence ATAC-seq libraries. 

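Libraries of 2 neuron types were sequenced: 2 libraries from dopamine neurons, whose nuclei were labelled with GFP by the TH-Gal4 driver, and 3 libraries from GABA neurons, labelled by vGAT-Gal4. ATAC-seq inserts sequencing adapters where the Tn5 transposase can reach the DNA, so that reads pile up in open chromatin. The paper's Supplementary Table 1 lists 87707383 and 87213024 reads for the dopamine libraries and 68274382, 65981532 and 87472228 reads for the GABA libraries. It gives a depth after de-duplication of 30.5 and 30.3 for dopamine neurons and of 23.8, 22.9 and 30.4 for GABA neurons. The table does not say whether its reads were counted before or after the removal of duplicates. The share of duplicates in the same table was 51.1% and 69.8% for dopamine neurons and 48.2%, 43.1% and 45.4% for GABA neurons. The authors aligned the reads to dmel_r6.26 with Bowtie2, removed duplicates, called peaks in each library separately with MACS2, counted reads with featureCounts and compared the neuron types with DESeq2. They deposited a peak list for each library and a single table of the comparison, which holds a mean normalized count, a log2 fold change and p-values for each tested region but no value per library. Fold enrichments and -log10 q-values of peaks are the authors'. The peak lists held 69464 and 69940 peaks for dopamine neurons and 84055, 81638 and 107219 peaks for GABA neurons, where an interval with several summits is listed once per summit. The mean was 69702 ± 337 peaks (SD, n = 2) for dopamine neurons and 90971 ± 14123 peaks (SD, n = 3) for GABA neurons (exact permutation test, two-sided, p = 0.2, the smallest p that 2 libraries against 3 allow). No comparison of these 5 libraries by such a test can therefore reach a p under 0.05. The paper's text does not name the settings of peak calling, so equal settings for both neuron types cannot be assumed. When each interval was counted once, the lists held 40255 and 39261 intervals for dopamine neurons and 49055, 50314 and 64779 for GABA neurons. Without GABA library 3, the mean of the GABA lists exceeded that of the dopamine lists by 13144.5 peaks, compared with 21269 peaks with all libraries.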

We drove nuclear GFP expression in dopaminergic and GABAergic neurons and isolated the nuclei after freezing approximately 1 mL (300–400) flies at − 80 °C for 5 min. The crude nuclei extracts were washed three times and sorted by flow cytometry using a high-stringency gate. We collected 65,000 nuclei per sample for each neuron type, which were tagmented for 23 min using 1× Tn5. The resulting libraries were amplified to 25% qPCR fluorescence and analyzed using 50-bp paired end sequencing. We then examined the percent alignment to the genome, the fraction of reads in peaks (FRiP), and fragment length distribution of the sequenced libraries. Both libraries showed high alignment rates, with 79% and 94% alignment in dopaminergic and GABAergic libraries, respectively (*p* = 0.2; Fig. 6a). Dopamine neuron libraries had 0.37 FRiP, while GABA neuron libraries had 0.40 FRiP (*p* = 0.8; Fig. 6b), which were both higher than the FRiP values (> 0.3) recommended by the ENCODE consortium for ATAC-seq libraries^40^. Finally, each of these libraries showed the expected nucleosomal banding pattern (Fig. 6c). Together, these metrics were similar to those observed in other ATAC-seq studies using adult *Drosophila*^16^, which indicates that we generated high-quality libraries and that our protocol returns high-quality sequencing data. To test this hypothesis, we examined ATAC-seq peaks in regions associated with classical neuron markers identified by single-cell RNA-seq^41^. 

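The windows examined were the 6 marker genes and 2 kb on each side, with gene positions in Release 6 of the genome. The dopamine markers were ple (chromosome arm 3L, 6713356 to 6719525, minus strand), DAT (2R, 16558567 to 16565238, minus strand) and hth (3R, 10507561 to 10639568, minus strand). Among the GABA markers, Gad1 lies on 3L from 4074077 to 4088744 (minus strand), Lim3 on 2L from 19079256 to 19108427 (minus strand) and CG14989 on 3L from 4087581 to 4092706 (plus strand). The highest peak of each window was ranked by fold enrichment among all peaks of its own library. For ple, it reached the percentiles 99.95 and 99.97 in the dopamine lists and 79.4, 75.9 and 85.2 in the GABA lists. For Lim3, the percentiles were 62.3 and 68.9 in dopamine neurons and 99.6, 99.4 and 99.3 in GABA neurons. The Gad1 percentiles were 90.0 and 95.4 in dopamine neurons, where the highest peak lay beyond the 3′ end of the gene, and 97.8, 98.1 and 98.0 in GABA neurons. CG14989 shares its highest GABA peak with Gad1 and reached 64.5 and 55.1 in dopamine neurons. For DAT, the dopamine percentiles of 89.1 and 81.6 overlapped the GABA percentiles of 87.6, 94.1 and 94.8. For hth, the percentiles were 99.95 and 99.6 in dopamine neurons and at least 99.98 in every GABA library. For 4 of the 6 genes, every library of the gene's own neuron type thus ranked its highest peak above every library of the other type, and a single gene has a chance of 10% to do so. With windows restricted to the gene bodies the number was 5, but the edge of the window decides this: DAT ends within its start site peak, which then stays in the window in dopamine neurons and falls outside it in GABA neurons.

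**Figure D1:**
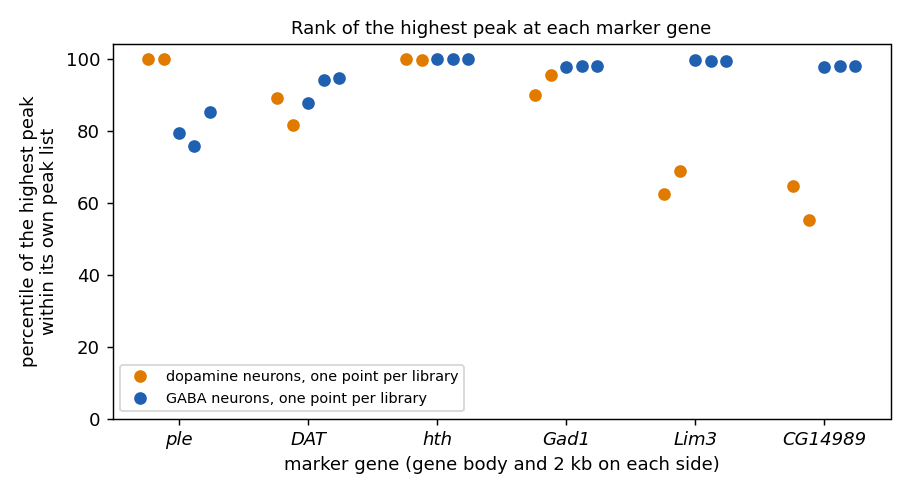
Percentile (vertical axis, 0 to 100) of the highest peak in the window of each marker gene (horizontal axis) among all peaks of the same library, ranked by fold enrichment; each point is 1 library, orange for dopamine neurons and blue for GABA neurons. The dopamine libraries lie above the GABA libraries for ple, below them for Gad1, Lim3 and CG14989, and overlap them for DAT. For hth, both dopamine libraries lie below all 3 GABA libraries.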

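In the authors' deposited table, all 12 regions in the ple window had an adjusted p-value under 0.05 with a positive log2 fold change (dopamine over GABA). In the DAT window, 2 of 7 regions passed this threshold in the authors' deposited table, both more open in dopamine neurons. The hth window held 49 regions in the authors' deposited table, of which 19 were more open in dopamine neurons and 4 more open in GABA neurons. The peak lists held 36 and 39 peaks in the ple window in dopamine neurons, compared with 3, 2 and 8 in GABA neurons. They held 8 and 7 peaks in the DAT window in dopamine neurons and 8, 6 and 9 in GABA neurons. In the hth window, there were 67 and 65 peaks in dopamine neurons and 63, 69 and 74 in GABA neurons.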

We observed differential peaks indicating increased accessibility in *ple*, *DAT*, and *hth*, which encode tyrosine hydroxylase, the rate-limiting dopamine-synthesis enzyme, dopamine transporter, and homothorax, a dopaminergic-enriched homeobox transcription factor^42^, respectively. These peaks were significantly more open in dopamine neurons than in GABA neurons [peaks indicated by numbers in Fig. 7a; *ple*: *p* = 3.32e−65 (1) and 5.01e−53 (2); *DAT*: *p* = 1.03e−05 (3) and 1.04e−05 (4); *hth*: *p* = 0.009 (5), 1.69e−36 (6), and 1.14e−21 (7)]. 

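Each numbered peak was identified in the authors' deposited table as the region of the gene window whose adjusted p-value rounds to the printed value. Peak 1 of ple is the region from 6719414 to 6720060 on 3L, which overlaps the transcription start site, with a log2 fold change of 3.19 (SE 0.18) in the authors' deposited table. Peak 2 lies upstream, from 6720273 to 6720711, with a log2 fold change of 3.59 (SE 0.23) in the authors' deposited table. The DAT peaks lie on 2R from 16564123 to 16564350 (3) and from 16565221 to 16565654 (4), with log2 fold changes of 1.22 (SE 0.25) and 1.14 (SE 0.23) in the authors' deposited table. Peak 5 of hth, on 3R from 10614190 to 10615013, overlaps a start site and has a log2 fold change of 0.54 (SE 0.17, adjusted p 0.00937 from the authors' DESeq2 fit) in the authors' deposited table. Peaks 6 (10587808 to 10588394) and 7 (10567512 to 10567740) are intronic, with log2 fold changes of 2.57 (SE 0.20) and 2.89 (SE 0.29) in the authors' deposited table. Both dopamine lists held a called peak at each of these 7 regions. With an added requirement of an absolute log2 fold change of at least 1, peak 5 no longer passed.

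**Figure D2:**
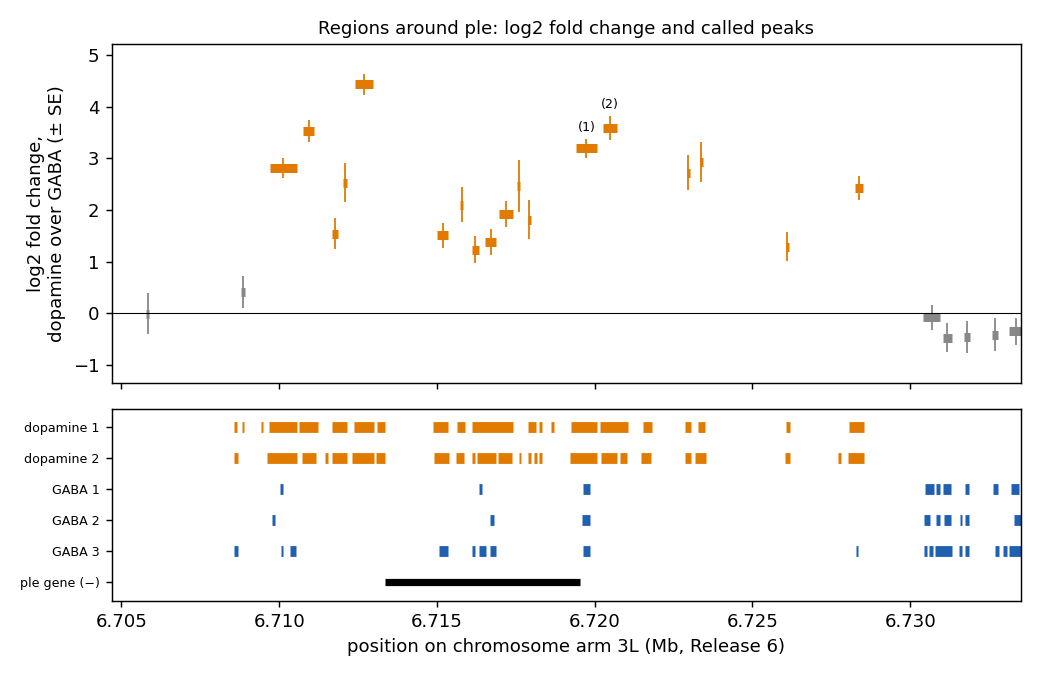
Regions around ple on 3L. Top, log2 fold change of dopamine over GABA in the authors' deposited table (vertical axis; bars span each region, vertical lines are ± SE; orange, adjusted p-value under 0.05), with the numbered ple peaks; bottom, intervals called as peaks in each library and the span of the gene. The horizontal axis is the position in Mb. The 18 regions from 6709701 to 6728497 all lie above 1.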

Peaks associated with dopamine-neuron specific genes were much smaller or absent in GABA neurons (Fig. 7a). 

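Of the 7 numbered dopamine peaks, 2 overlapped no called peak in any GABA list, ple (2) and hth (7), and the other 5 overlapped a called peak in all 3 GABA lists. The mean normalized counts that the authors' deposited table implies for each neuron type, derived here from its mean over all libraries and its log2 fold change, were 2625 in dopamine and 288 in GABA neurons at ple (1), and 850 and 70.8 at ple (2). They were 253 and 109 at DAT (3), 713 and 323 at DAT (4), 3055 and 2099 at hth (5), 1051 and 176 at hth (6) and 361 and 48.7 at hth (7), again from the authors' deposited table. The dopamine level was thus between 1.46-fold and 12.0-fold the GABA level. At hth (5), the fold enrichment over background was 7.29 and 8.65 in the dopamine lists and 19.4, 17.0 and 16.0 in the GABA lists. This order is opposite to that of the normalized counts, but the lists differ in range. The highest fold enrichment of any peak was 8.49 and 11.2 in the dopamine lists and 21.5, 19.9 and 16.0 in the GABA lists. Within its own list, the hth (5) peak ranked at the percentiles 99.95 and 99.54 in dopamine neurons and at 99.98 or above in GABA neurons. At DAT (3), the fold enrichment was 3.16 and 3.41 in the dopamine lists and 1.90, 1.98 and 1.63 in the GABA lists. At DAT (4), the lists overlapped, with 4.36 and 4.89 in dopamine neurons and 4.61, 6.22 and 4.54 in GABA neurons. At ple (1) and hth (6), it was higher in both dopamine lists than in every GABA list.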

The peaks corresponding to known GABAergic markers^41^ include *Gad1*, which encodes glutamic acid decarboxylase, which synthesizes GABA, *Lim3*, and *CG14989*. 

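Gad1 and CG14989 lie on opposite strands and overlap at their 5′ ends, so several regions fall in both gene windows. In the authors' deposited table, the Gad1 window held 17 regions, of which 5 were more open in GABA neurons and 2, at its 3′ end and annotated there to Faa, more open in dopamine neurons. The Lim3 window held 15 regions in the authors' deposited table, of which 2 were more open in GABA neurons. The CG14989 window held 10 regions in the authors' deposited table, 4 more open in GABA neurons and 1 more open in dopamine neurons, and each of those 4 was annotated there to Gad1. The peak lists held 19 and 18 peaks in the Gad1 window in dopamine neurons and 19, 19 and 26 in GABA neurons. In the Lim3 window there were 8 and 9 peaks in dopamine neurons, compared with 16, 18 and 27 in GABA neurons.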

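The Gad1 peaks lie on 3L. In the authors' deposited table, the regions from 4085801 to 4086164 (2) and from 4088571 to 4089204 (5) overlap annotated start sites, as does peak 4, and have log2 fold changes, dopamine over GABA, of -1.32 (SE 0.22) and -1.22 (SE 0.21). The regions from 4086430 to 4086606 (3) and from 4088188 to 4088456 (4) have log2 fold changes of -0.89 (SE 0.33) and -0.85 (SE 0.29) in the authors' deposited table, with adjusted p-values of 0.0355 and 0.0146. Peak 1 was taken to be the region from 4085124 to 4085330, with a log2 fold change of -1.05 (SE 0.26); its adjusted p-value in the authors' deposited table, 5.76e-04, gives the printed value when truncated but not when rounded. The Lim3 peaks on 2L, from 19083281 to 19084286 (6) and from 19108382 to 19108924 (7), both overlap start sites and have log2 fold changes of -0.98 (SE 0.20) and -0.78 (SE 0.21) in the authors' deposited table. The CG14989 region, from 4086671 to 4086802 on 3L, lies between Gad1 peaks 3 and 4, outside the body of CG14989. Its log2 fold change was -0.78 (SE 0.36) in the authors' deposited table, with an unadjusted p-value of 0.0310 and an adjusted p-value of 0.105. All 3 GABA lists held a called peak at each of the 7 numbered regions, and 2 of the 3 at the CG14989 region. At an adjusted p-value threshold of 0.01, Gad1 peaks 3 and 4 no longer passed, and with an absolute log2 fold change of at least 1, neither these nor the Lim3 peaks did.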

Peaks associated with GABA marker genes were significantly more open in GABA neurons than in dopamine neurons [peaks indicated by numbers in Fig. 7b; *GAD1*: *p* = 0.0005 (1), 4.42e−08 (2), 0.04 (3), 0.01 (4), and 6.6e−08 (5); *Lim3*: *p* = 1.39e−05 (6) and 0.001 (7); *CG14989*; *p* = 0.1]. These peaks were much smaller or absent in dopaminergic neurons. These results confirm that our nuclei isolation and library generation protocol yields high quality data, including differential chromatin accessibility in known cell-type markers^41^.

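Of these 8 regions, 4 overlapped no called peak in either dopamine list: Gad1 (1), (3) and (4) and the CG14989 region. Gad1 (2) overlapped a called peak in dopamine library 2 alone. Gad1 (5) and both Lim3 peaks overlapped called peaks in both dopamine lists. The mean normalized counts implied by the authors' deposited table, derived as for the dopamine markers, were 334 in dopamine and 780 in GABA neurons at Gad1 (5), 160 and 400 at Gad1 (2), 658 and 1303 at Lim3 (6) and 275 and 471 at Lim3 (7). Across the 8 regions, the GABA level in the authors' deposited table was between 1.71-fold and 2.50-fold the dopamine level. By fold enrichment within its own list, the peak at Gad1 (2) ranked at the percentile 32.7 in dopamine library 2 and at 91.6, 87.7 and 90.7 in GABA neurons.

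**Figure D3:**
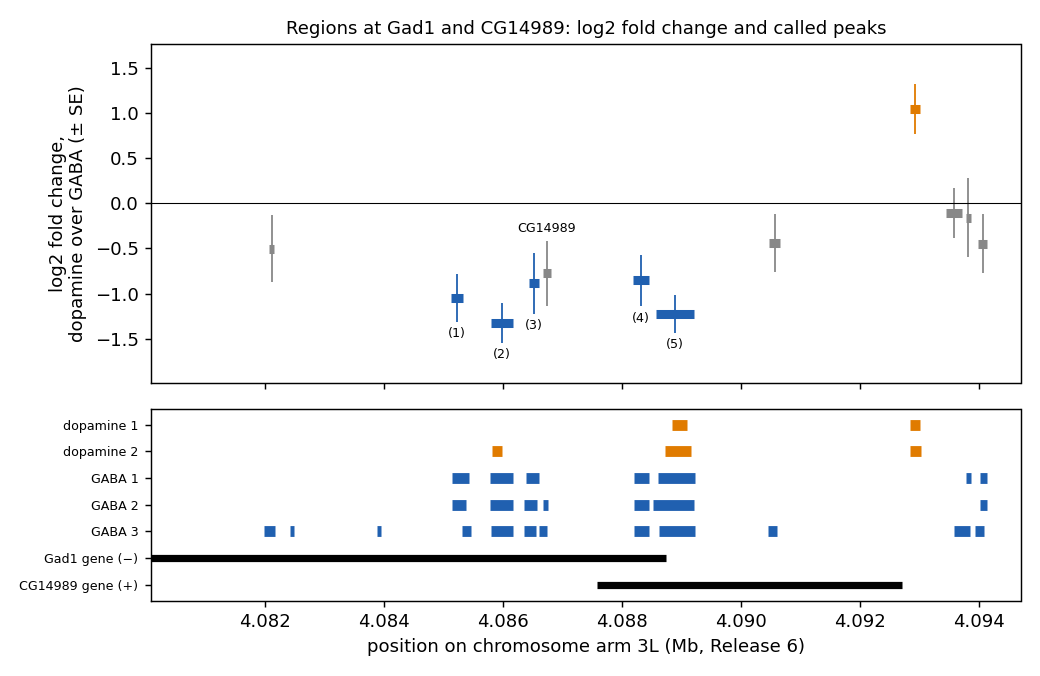
Regions at the 5′ ends of Gad1 and CG14989 on 3L. Top, log2 fold change of dopamine over GABA in the authors' deposited table (vertical axis; bars span each region, vertical lines are ± SE; blue or orange, adjusted p-value under 0.05; gray, not), with the numbered Gad1 peaks and the CG14989 region; bottom, intervals called as peaks in each library and the spans of both genes. The horizontal axis is the position in Mb, and only the 5′ part of Gad1 is shown. Gad1 (5) is called in all 5 libraries.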

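Across the genome, the authors' deposited table lists 14095 regions (17.5% of all tested regions) as more open in dopamine neurons and 5618 regions (6.97%) as more open in GABA neurons at an adjusted p-value under 0.05. With an absolute log2 fold change of at least 1 as well, the authors' deposited table holds 10673 and 1012 such regions. The peak lists were overlapped with these regions by at least 1 bp. Of the regions more open in dopamine neurons, 13917 (98.7%) overlapped a peak in at least 1 dopamine library, 5384 (38.2%) overlapped a peak in both dopamine libraries and in no GABA library, and 5599 (39.7%) overlapped a peak in all 5 libraries. Of the regions more open in GABA neurons, 5436 (96.8%) overlapped a peak in at least 1 GABA library, 1998 (35.6%) were called in all 3 GABA libraries and in no dopamine library, and 2237 (39.8%) were called in all 5. Using the distances in the authors' deposited table, 51.1% of the regions more open in dopamine neurons lay within 500 bp of a transcription start site (95% Wilson interval 50.2% to 51.9%), compared with 22.7% (21.7% to 23.8%) of those more open in GABA neurons and 27.5% of all tested regions. These intervals treat regions as independent and do not measure the spread between libraries. Among regions with at least the median signal, the largest log2 fold changes in the authors' deposited table were 4.93 in an intronic region nearest to CG44403 (2R, 17623170 to 17623357), 4.53 near CG13024 (3L, 16832997 to 16833179) and 4.46 near CG11584 (X, 14179404 to 14179490). At each of these 3 regions, both dopamine lists and no GABA list held a peak. The most negative values in the authors' deposited table, again among regions with at least the median signal, were -10.07 near CG43149 (3L, 40440 to 40692) and -8.35 near lncRNA:CR40469 (X, 115879 to 116083). Next came -1.84 in an intronic region nearest to RhoGAP100F (3R, 31815793 to 31816000). No dopamine list held a peak at these 3 regions. At the first 2 of them, the implied mean normalized count in dopamine neurons was under 1, so their fitted log2 fold changes give a direction but not a size. From the differential peaks at known cell-type markers, the paper concludes that its nuclei isolation and library protocol yields data of high quality.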

**Figure 6:**
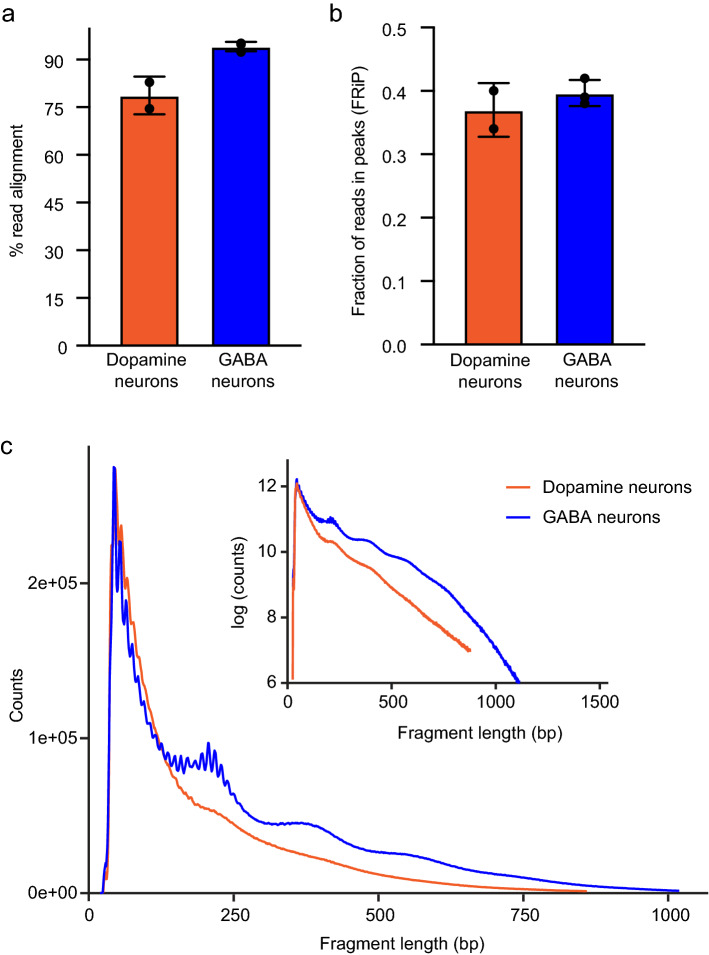
Optimized ATAC-seq parameters generate consistent libraries. Representative traces from ATAC-seq libraries prepared from dopaminergic and GABAergic nuclei isolated from adult *Drosophila* heads. The libraries were prepared using GFP+ nuclei from *TH*-*Gal4* (dopamine) and *vGAT*-*Gal4* (GABA) flies using our optimized protocol. (**a**) Fraction of reads uniquely aligned to the nuclear genome. The alignment rates were not significantly different between libraries prepared from dopaminergic and GABAergic neurons (*p* = 0.2). (**b**) Fraction of reads in peaks (FRiP) after alignment, filtering, and peak calling. The FRiP values were not significantly different between the libraries (*p* = 0.8). (**c**) Insert size distribution showing the expected nucleosomal periodicity. Inset: Log-scaled insert size distribution. In (**a**) and (**b**), the data represent the mean ± SD of at least two replicates per neuron type. Statistical differences were analyzed using Mann–Whitney U tests.

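Peak sharing between libraries was measured as the percentage of distinct intervals of a list that overlap an interval of another list by at least 1 bp. Between the 2 dopamine libraries, 79.2% and 77.2% of the intervals were shared. Among the 3 GABA libraries, the percentages ranged from 63.4% to 86.4%, and the lowest values were those of library 3, the list with the most intervals. Of the dopamine intervals, 59.6% to 64.0% were shared with a GABA library, and 40.9% to 52.2% of the GABA intervals were shared with a dopamine library. Averaged over both directions of each pair of libraries, pairs of the same neuron type shared 22.4 percentage points more than pairs of different types (exact permutation of the library labels over 10 splits, one-sided, p = 0.1, the smallest p this design allows). The Jaccard index, the base pairs covered in both lists divided by those covered in either, was 0.662 for the dopamine pair, 0.662, 0.584 and 0.539 for the GABA pairs, and between 0.292 and 0.359 for pairs of different types. When overlaps had to cover at least 50% of each interval, the difference between pairs of the same and of different types was 29.4 percentage points. Whether the lists of both types were called with the same settings is not known, and a difference in settings could also separate the types.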

**Figure 7:**
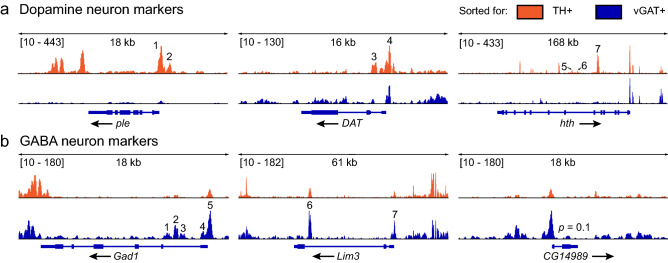
Optimized ATAC-seq libraries return expected cellular markers. ATAC-seq peaks in marker genes for dopaminergic and GABAergic neurons. ATAC-seq reads from dopamine neurons (tyrosine hydroxylase: TH+) are shown in orange and reads from GABA (vesicular GABA transporter: vGAT+) neurons are shown in blue. The genes and gene structures are shown below the ATAC-seq peaks. (**a**) Peaks in chromatin regions that are more open in dopamine neurons. *ple* (encoding tyrosine hydroxylase; *p* = 2.43e−68) and *DAT* (dopamine transporter; *p* = 9.64e−7) are classical dopamine neuron markers. *hth* (homothorax; *p* = 1.16e−52) is a recently described dopamine neuron marker. *ple*: *p* = 3.32e−65 (1) and 5.01e−53 (2); *DAT*: *p* = 1.03e−05 (3) and 1.04e−05 (4); *hth*: *p* = 0.009 (5), 1.69e−36 (6), and 1.14e−21 (7). (**b**) Chromatin regions that are more open in GABA neurons. *Gad1* (glutamic acid decarboxylase 1; *p* = 6.64e−8) is a classical GABAergic neuron marker, while *Lim3* (Lim3; *p* < 0.0002) and *CG14989* (uncharacterized protein; *p* = 0.1) are additional GABA neuron markers. *Gad1*: *p* = 0.0005 (1), 4.42e−08 (2), 0.04 (3), 0.01 (4), and 6.6e−08 (5); *Lim3*: *p* = 1.39e−05 (6) and 0.001 (7). *CG14989*, *Lim3*, and *hth* were described as specific markers using single-cell RNA sequencing^41^. The boxes in the gene structures indicate exons and the arrows indicate the transcription direction.

## Discussion

Previous studies using ATAC-seq focused on either tumor tissue or white blood cells, though recent studies have investigated the brain and other tissues in mice and humans^7,43^. The initial study describing ATAC-seq was performed in mammalian tissue^6^, and published protocols have been optimized for use in these tissues^5,18^. *Drosophila melanogaster* is a powerful model organism that is routinely used to study development and human disease models. Because we are interested in *Drosophila* neurons from the adult brain, we first determined some basic parameters for nuclei isolation. Briefly freezing flies does not reduce GFP+ fluorescence, but longer freezing reduced GFP+ nuclei recovery. Using adult *Drosophila*—heads or whole flies—for ATAC-seq experiments presents some complicating factors, such as the exoskeleton. While brains can be manually dissected, we used undissected heads for nuclei isolation, which provides more efficient throughput and sufficient GFP+ nuclei from populations of few neurons. We homogenized and filtered the homogenate, which eliminated exoskeletal debris, while the lysis buffer disrupted the plasma membrane without disrupting the nuclear membrane^18^. Our isolation procedure allowed us to recover up to 80% of GFP+ nuclei. Thus, our physical extraction protocol allows for efficient and sensitive recovery of GFP-labelled nuclei from adult *Drosophila* heads.

An advantage of using *Drosophila* for ATAC-seq studies is the ability to genetically label nuclei of interest using the *Gal4/UAS* system. Thousands of Gal4 lines labeling distinct neurons are available^17^, including ones specific to neurotransmitters^44^, allowing for the specific, reproducible interrogation of only a defined subset of neurons. For ATAC-seq, we recommend flies expressing GFP tagged with a nuclear localization signal, since this allows simultaneous collection of target nuclei while reducing contamination from non-nuclear DNA. Several studies showed potential cytotoxic effects from GFP overexpression^45,46^, though GFP localized using an NLS does not show adverse cellular effects^47^. Additionally, GFP-tagged histone proteins do not perturb chromatin structure^48,49^. Thus, nucleus-specific GFP expression likely has minimal effects and is suitable for ATAC-seq. Further, FANS has good sensitivity and specificity, which increases the likelihood of generating high-quality ATAC-seq libraries from sorted nuclei. While we recovered only few false positive nuclei from GFP-negative flies, even a few false-positive nuclei may present a problem when aiming to sort from Gal4 lines with sparse expression. Sorting at the high-stringency gate will produce fewer false positives but will also reduce the sensitivity for collecting true positives. Possible solutions to the issue of low GFP+ nuclei recovery include increasing the numbers of fly heads, increasing the GFP signal, or using an anti-GFP antibody pulldown method (isolation of nuclei tagged in specific cell types, INTACT)^50,51^. We recommend that specific *Gal4* and *UAS-GFP-nls* combinations be tested to determine GFP+ nuclei recovery prior to performing actual ATAC-seq experiments, particularly for sparsely expressing target neurons.

The *Drosophila* genome is ~ tenfold smaller than mammalian genomes, so enzyme-mediated steps during ATAC-seq library preparation may be affected by the amount of available DNA. Tn5 tagmentation in mammalian samples is generally performed using undiluted Tn5 enzyme included in a library preparation kit (1×) for 30 min at 37 °C^37^. Because the amount of accessible chromatin in *Drosophila* nuclei may be lower than in mammalian nuclei, we investigated the effects of changing the parameters of the enzymatic reactions (Tn5 tagmentation and PCR amplification) on fragment distribution and library quality. Previous studies showed that decreasing the Tn5 concentration in mouse embryonic stem cells only decreases tagmentation efficiency when diluted to 10 nM or lower^18^. Notably, this experiment used homemade Tn5^52^, which may have different kinetics or concentrations than commercially-available Tn5 enzyme. Increasing the tagmentation time decreased library complexity, while decreasing the tagmentation time increased the number of mid-length fragments but did not improve nucleosomal periodicity. We also examined the number of PCR cycles needed to amplify ATAC-seq libraries before sequencing. Protocols for generating ATAC-seq libraries from mammalian tissues call for amplification to one-third the total fluorescence in a qPCR side reaction^37^. Because of the smaller genome size in *Drosophila*, amplifying ATAC-seq libraries to one-third of the total qPCR fluorescence may introduce GC and size bias. Indeed, amplifying our libraries to one-third qPCR fluorescence introduced a PCR bubble, indicating that the available primers were depleted during amplification^38^, causing amplification to occur using annealed adaptor sequences, which increased the mid-size fragments in the library. While these libraries may be sequenceable after one cycle of reconditioning PCR^39^, libraries with PCR bubbles should be quality-checked to verify that the PCR bubble was resolved before sequencing. Based on these results, we recommend transposition with 1× Tn5 for 23 min, followed by amplification of the ATAC-seq libraries to 25% qPCR fluorescence, which preserves library complexity and does not introduce GC or size bias. One difference between our optimized protocol and the original ATAC-seq protocol is the enzyme used for PCR amplification. While the Phusion enzyme we used has been previously used for ATAC-seq library preparation^53^, the Q5 enzyme listed in the original protocol may be more appropriate for transcription factor footprinting or single nucleotide polymorphism profiling due to its higher fidelity.

Using these optimized conditions, we generated ATAC-seq libraries from 65,000 nuclei isolated from *Drosophila* dopaminergic and GABAergic neurons. These libraries were of high quality, with the expected nucleosomal banding patterns and fragment size distributions. Additionally, these libraries had high alignment rates, further confirming their quality. Therefore, we propose that ATAC-seq libraries from *Drosophila* tissues should use the following parameters (Fig. 8): freezing at − 80 °C for no more than 5 min, at least three washes, 23-min tagmentation time with 1× Tn5, and amplification to 25% qPCR fluorescence. We also suggest that the library quality should be assessed before sequencing via an electrophoresis-based method^37^, a qPCR-based method^54,55^, or both. This will ensure that the sequenced libraries are high-quality, which will ultimately reduce experimental cost. Our protocol harnesses the powerful genetic tools available in *Drosophila* to achieve excellent cell-type specificity followed by ATAC-seq, which is used to interrogate the chromatin landscape with unprecedented resolution. Thus, our protocol will enable detailed investigations of the role of chromatin-mediated gene regulation in normal and pathological states.

**Figure 8:**
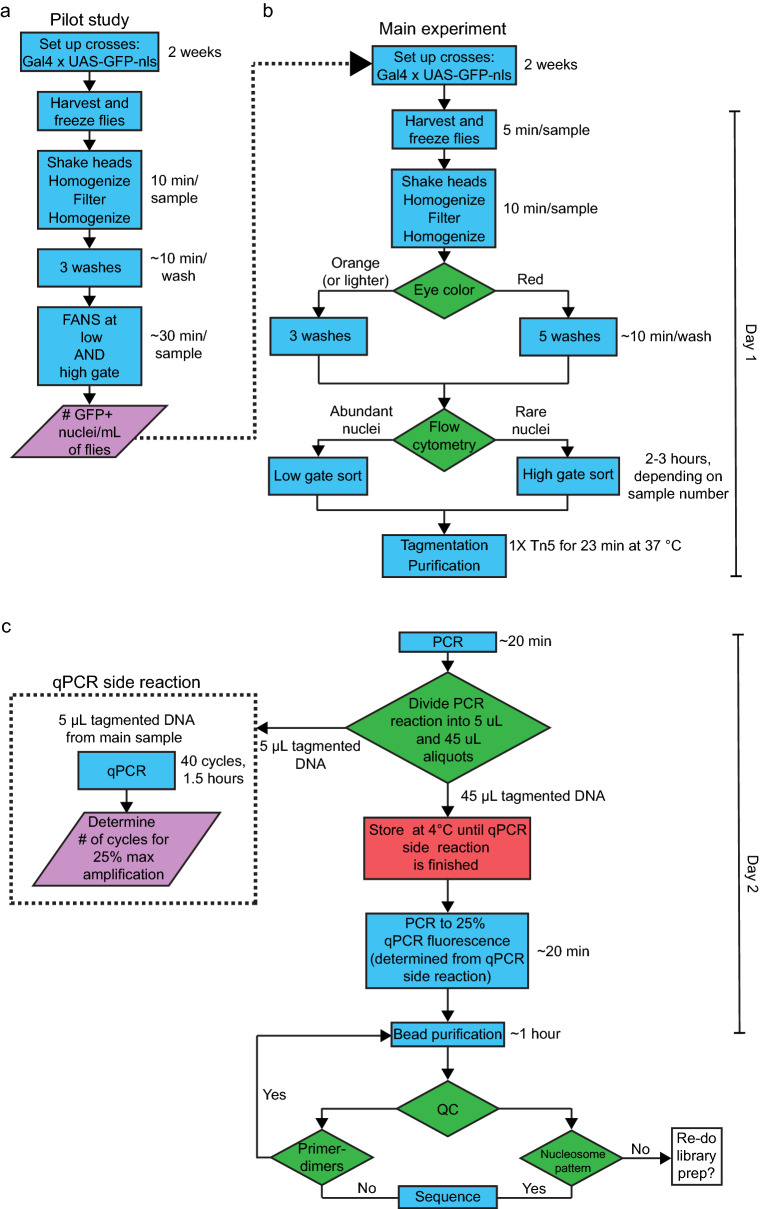
Flow chart of ATAC-seq library preparation from *Drosophila* nuclei. Suggested workflow, which we routinely use to generate ATAC-seq libraries from adult *Drosophila*. The libraries prepared using the workflow conform to ENCODE guidelines, with typical markers indicating a high-quality library, including nucleosomal banding patterns, high genome alignment rates, and high fraction of reads in peaks (FRiP). (**a**) Pilot study to determine inputs and parameters for the main experiment. (**b**) Nuclei isolation and tagmentation reaction. (**c**) Library amplification and purification. In the workflow, blue boxes indicate procedural steps, green diamonds indicate decision points, purple slanted boxes indicate information that inform steps in the main experiment (dotted lines), and the red box indicates a safe stopping point. On the right of each procedural box is shown the approximate time required for each step.

## Supplementary Information

Supplementary Table 1.

Supplementary Information.

## Data Availability

The datasets generated by this study are deposited in the GEO database (Accession number: GSE197760).

# Supplementary material for: Optimized assay for transposase-accessible chromatin by sequencing (ATAC-seq) library preparation from adult Drosophila melanogaster neurons
**Source:** Sci Rep. 2022 Apr 11;12:6043. doi: 10.1038/s41598-022-09869-4
**Supplement:** Supplementary file 1 — Supplementary Table 1.

**Supplementary Table 1.** Quality metrics of sequenced libraries

| Sample | # of reads | Sequencing depth (after de-duplication) | % Duplication | # of identified peaks |
| --- | --- | --- | --- | --- |
| TH1 | 87,707,383 | 30.5 | 51.1 | 69464 |
| TH2 | 87,213,024 | 30.3 | 69.8 | 69940 |
| GABA1 | 68,274,382 | 23.8 | 48.2 | 84051 |
| GABA2 | 65,981,532 | 22.9 | 43.1 | 81634 |
| GABA3 | 87,472,228 | 30.4 | 45.4 | 107215 |

# Supplementary material for: Optimized assay for transposase-accessible chromatin by sequencing (ATAC-seq) library preparation from adult Drosophila melanogaster neurons
**Source:** Sci Rep. 2022 Apr 11;12:6043. doi: 10.1038/s41598-022-09869-4
**Supplement:** Supplementary file 2 — Supplementary Information.

**Supplementary File 1. Optimized protocol for ATAC-seq library preparation from adult *Drosophila* neurons**

FLY LINES

UAS-Stinger-nls flies (BL84277, Bloomington Drosophila Stock Center)

TOI-Gal4 driver line (target of interest, expressing in specified neuronal population)

REAGENTS

BSA, 100 g (A30075-100.0, Research Products International)

PBS (10010023, ThermoFisher)

Tween-20 (89411-094, VWR)

NP40 (492016, Sigma Aldrich)

5% Digitonin (BN2006, ThermoFisher)

Pierce Protease inhibitor mini tablets (A32953, ThermoFisher)

Nuclease-free water (AM9937, ThermoFisher)

DAPI (D1306, ThermoFisher)

Tagment DNA enzyme and small buffer kit (20034197, Illumina)

IDT for Illumina Nextera DNA Unique Dual Indexes Set A (96 Indexes, 96 Samples) (20027213, Illumina)

Phusion High fidelity PCR master mix with HF buffer (M0531L, New England Biolabs)

SsoAdvanced Universal SYBR green Supermix (1725271, BioRad)

MinElute PCR purification kit (28004, Qiagen)

AMPure XP magnetic beads (A63880, Beckman Coulter)

200 proof ethanol, anhydrous (459836, Sigma Aldrich)

BUFFERS

| **Wash buffer** | **Stock concentration** | **Final concentration** | **Volume: 10 mL** |
| --- | --- | --- | --- |
| Tris-HCl, pH 7.4 | 1 M | 10 mM | 100 μL |
| NaCl | 5 M | 10 mM | 20 μL |
| MgCl2 | 1 M | 3 mM | 30 μL |
| BSA | 10% | 1% | 1 mL |
| Tween-20 | 100% | 0.1% | 10 μL |
| Nuclease-free water |  |  | to 10 mL |

| **Lysis buffer** | **Stock concentration** | **Final concentration** | **Volume: 10 mL** | **Volume: 50 mL** |
| --- | --- | --- | --- | --- |
| Tris-HCl, pH 7.4 | 1 M | 10 mM | 100 μL | 500 μL |
| NaCl | 5 M | 10 mM | 20 μL | 100 μL |
| MgCl_2_ | 1 M | 3 mM | 30 μL | 150 μL |
| BSA | 10% | 1% | 1 mL | 5 mL |
| Tween-20 | 100% | 0.1% | 10 μL | 50 μL |
| NP-40 substitute | 100% | 0.1% | 10 μL | 50 μL |
| Digitonin | 5% | 0.1% | 100 μL | 500 μL |
| Nuclease-free water |  |  | to 10 mL | to 50 mL |

EQUIPMENT

Dounce homogenizers, 2 mL (KT885300-0002, VWR) or 7 mL (KT885300-0007, VWR)

Fly sieves (57333-965, VWR)

Corning 40 μm Cell strainers (07-201-430, Fisher Scientific)

Wide-bore pipette tips (1011-9410, USA Scientific)

Sorvall ST16R swinging bucket centrifuge (ThermoFisher) or equivalent

FACS Aria 4-color flow cytomter (BD Biosciences) or equivalent

T100 thermocycler (BioRad) or equivalent

ABI 7900HT qPCR system (ThermoFisher) or equivalent

Agencourt SPRIPlate 96R Super Magnet Plate (A32782, Beckman Coulter)

HiSeq 2500 or NovaSeq 6000 instrument (Illumina)

PROTOCOL

2-3 weeks prior to nucei isolation

*Fly crosses*

Set up fly crosses ~2 weeks before pilot or main experiment using target of interest *(TOI)-Gal4* x *UAS-Stinger-nls* flies (BL84277, Bloomington Stock Center). Flies should be reared on standard cornmeal agar at 25 °C.

**Note:** One bottle yields ~250-400 flies.

**Note:** 25 °C is standard rearing temperature. Rearing at a cooler temperature (18 or 22 °C) is useful to slow development or to grow difficult fly lines. Rearing at a higher temperature (28 °C) can drive higher GFP expression.

Day 1

*Preparation for nuclei isolation*

1. Sterilize Dounce homogenizer and A and B pestles (one set per sample).
2. Assemble fly sieves. Use three chambers separated by an upper coarse (25 mesh size, ~ 1 mm holes) and lower fine (24 mesh size, ~ 300 μm holes) mesh.
3. Place fly sieves at -80 °C at least 1 hour prior to the experiment.
4. Prepare 10 mL 10% BSA in 1X PBS.
5. Prepare 50 mL 1% BSA in 1X PBS
6. Prepare buffers 1 day prior to the experiment and store at 4 °C. Each sample requires 10 mL wash buffer and 7 mL lysis buffer.

*Nuclei isolation*

1. Add 5% digitonin and protease inhibitor tablets (1 tablet per 50 mL) to lysis buffer. Mix on nutator to prevent bubbles from forming.
2. Make sure centrifuge is pre-chilled to 4 °C.
3. Gather all reagents and place on ice in a large container.
4. Pre-chill homogenizers and pestles on ice.

**Note:** Perform all homogenization and isolation steps on ice.

1. Rinse homogenizers with 1% BSA in 1X PBS.
2. Place pestles in a sterilized container and soak in 1% BSA in 1X PBS.
3. Add lysis buffer (2 or 7 mL, depending on homogenizer size) with digitonin and protease inhibitor cocktail to each homogenizer.
4. Collect flies into a dry bottle (without food).

**Note:** Include a sample using flies that do not express GFP and process the sample in the same manner as the other samples. This sample will be used to set the gating scheme for flow cytometry.

1. Freeze flies for 5 min at -80 °C, one bottle at a time.
2. Remove flies from freezer and vortex at max speed for 10-15 seconds.
3. Transfer flies into fly sieve.
4. Shake sieve for 1 min to separate the fly heads from everything else. The bodies will remain in the upper chamber, while the heads will be in the middle chamber.
5. Gently tap one side of the sieve containing the heads on the table to cause the heads to fall to the side of the sieve. Transfer the fly heads into a homogenizer (containing lysis buffer) using a paint brush.
6. Repeat steps 9-13 for all samples while keeping the samples on ice.
7. Homogenize heads with the A (loose) pestle until resistance disappears (~20 strokes).
8. Pass homogenate through a 40 µm cell filter in a 1% BSA-cured 50 mL conical tube.
9. Rinse homogenizers thoroughly with nuclease-free water.
10. Transfer filtered homogenate to 1% BSA-cured Dounce homogenizer and homogenize with 15 slow strokes of the B (tight) pestle.

**Note:** Homogenizing the sample too fast or for too long will disrupt the intact nuclei.

1. Cure 14-mL round-bottom tubes with 1% BSA in 1X PBS. Discard BSA.
2. Transfer homogenate to cured 14-mL collection tube.
3. Repeat steps 15-20 for all samples while keeping the samples on ice.
4. Add 5 mL wash buffer to homogenates.
5. Centrifuge samples for 10 min, 500 x *g*, 4 °C.
6. Carefully remove supernatant without disturbing the pellet. Discard supernatant.
7. Add 3 mL wash buffer.
8. Centrifuge samples for 10 min, 500 x *g*, 4 °C.
9. Carefully remove supernatant and discard.
10. Resuspend pellet in 1 mL wash buffer by pipetting using a wide-bore pipette tip.
11. Add 3 μM DAPI to each tube.
12. Collect nuclei by flow cytometry. Be sure to set the sorting gates to collect DAPI+/GFP+ nuclei.

**Note:** Some flow cytometers require sample tubes to be a specific size (i.e. 5-mL round bottom tubes). If possible, perform all wash steps in an appropriate sample tube to minimize sample loss.

*Tagmentation*

1. Centrifuge isolated nuclei for 10 min, 500 x *g*, 4 °C.
2. Remove supernatant and resuspend nuclei in reaction buffer.

*Tagmentation reaction mix (per sample)*

25 μL 2X TD buffer (20 mM 1M Tris-HCl pH 7.6, 10 mM 1M MgCl_2_, 20% dimethyl formamide, and sterile water)

2.5 μL Tn5 enzyme

16.5 μL sterile PBS

0.5 μL 1% digitonin

0.5 μL 10% Tween-20

5 μL sterile water

1. Incubate samples for 23 min at 37 °C while shaking.
2. Purify tagmented DNA with a Qiagen MinElute PCR purification kit according to the kit instructions.

**Note:** This is a safe stopping point. Store samples at -20 °C overnight.

Day 2

*Amplification*

1. Mix tagmented DNA with reaction mix.

*PCR reaction mix (main reaction)*

20 μL tagmented DNA

2.5 μL Nextera index primer 1

2.5 μL Nextera index primer 2

25 μL Phusion High Fidelity Master Mix

1. Amplify DNA for 5 cycles:
2. Remove 5 μL amplified DNA and mix with qPCR reaction mix. Store the remaining 45 μL at 4 °C.

*qPCR side reaction*

5 μL amplified DNA from main reaction

0.5 μL Nextera index primer 1

0.5 μL Nextera index primer 2

5 μL SsoFast Eva Green Master Mix

4 μL sterile water

1. Perform qPCR mixture for 40 cycles.
2. Calculate the number of cycles corresponding to 25% maximum fluorescence from the qPCR reaction.

**Note:** In our experience, most samples containing 60,000 nuclei require 8-9 additional PCR cycles. Samples with fewer nuclei may require additional cycles.

1. Amplify the remaining 45 μL aliquot for the calculated number of PCR cycles.

*Clean-up*

1. Prepare fresh 80% ethanol.

**Note:** Ethanol prepared earlier will absorb water, which will decrease the actual ethanol concentration. 80% ethanol is critical for efficient purification.

1. Mix tagmented, amplified DNA with 0.5X (22.5 μL) AMPure XP beads by pipetting up and down 10 times. Incubate at room temperature for 10 minutes.
2. Place samples on a magnet plate for 5 min.
3. Remove supernatant and transfer to a new tube.
4. Add 1.1X (49.5 μL) AMPure XP beads. Mix by pipetting up and down 10 times. Incubate at room temperature for 10 min.
5. Place samples on magnet plate for 5 min.
6. Remove supernatant and discard.
7. Wash beads with 80% ethanol by pipetting the ethanol over the beads 10 times.
8. Place samples in magnet plate for 5 min.
9. Remove ethanol and let sample dry for 10 minutes
10. Mix beads with 20 μL 10 mM Tris-HCl, pH 8.5 by pipetting up and down 10 times. Incubate at room temperature for 10 min.

**Note:** We typically use the EB buffer included in the MinElute PCR purification kit.

1. Place samples on magnet plate for 5 min.
2. Carefully transfer supernatant to a new tube. Store samples at -20 °C until ready to sequence.

How the deposited data were processed for this re-analysis (not part of the article)

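The data were ATAC-seq libraries from GFP-labelled nuclei of adult *Drosophila* heads, 2 from dopamine neurons (TH-Gal4) and 3 from GABA neurons (vGAT-Gal4). The authors removed adapters with CutAdapt, aligned reads to dmel_r6.26 with Bowtie2, removed duplicates with Picard, called peaks with MACS2 in each library, counted reads with featureCounts and compared the neuron types with DESeq2. The paper's text does not name the MACS2 settings or how the 80590 tested regions were made from the peaks.

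In the peak lists, the authors deposited for each peak a fold enrichment over background, -log10 p and -log10 q at the summit, and a score, which is a rounded multiple of -log10 q. For every marker gene, the dopamine percentiles were the same by fold enrichment as by -log10 q. Those of the GABA lists changed, at Lim3 from between 99.31 and 99.56 to between 98.58 and 98.68. Whether all lists were called with the same settings cannot be told, which limits each comparison of peak lists between the neuron types. In the comparison table, the authors deposited for each region a mean signal over all 5 libraries (read counts divided by DESeq2 size factors), a log2 fold change of dopamine over GABA, its standard error and Wald statistic as scores, and an unadjusted and an adjusted p-value. The authors' statistic was checked to equal the log2 fold change divided by its standard error, and the authors' adjusted p-values to equal a Benjamini-Hochberg adjustment over all 80590 regions. The authors' table gives no value per library, so the count-based test set for this case, its normalizations and its filters were not run, and calls are those of the authors' DESeq2 fit at an adjusted p-value under 0.05. Only the alternative with a minimum signal adjusted the authors' p-values anew, over the regions it kept.

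From these files, peak numbers, interval overlaps of at least 1 bp, Jaccard indices and ranks of peaks within their own list were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Overlap, adjustment, permutation, stratified odds ratio and gene list functions were tested on simulated data. Peak positions were converted to count from 1. Marker windows were the RefSeq gene spans of Release 6 and 2 kb on each side. Of the 80030 regions with a gene identifier, 99.7% matched RefSeq. Groups of 2 and 3 libraries allow 10 splits, so the smallest p is 0.2 for a two-sided and 0.1 for a one-sided exact permutation test.

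Mean normalized counts per neuron type were derived from the mean signal and the log2 fold change of the authors' table, on the assumption that the fitted fold change equals the ratio of the group means. Gene list medians were compared with 10000 random lists in which each gene was replaced by a gene of like mean signal and number of regions.

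The named items were fixed before the data were examined: the 6 genes of Figure 7, lists of marker genes (dopaminergic, GABAergic, cholinergic, glutamatergic, serotonergic, octopaminergic, pan-neuronal, glial, photoreceptor, the driver genes and the transgene marker w), and the 3 regions with the largest absolute log2 fold change in each direction among called regions with at least the median mean signal. Lists for epidermis, fat body, hemocytes and muscle were added after the regions with the largest changes had been seen. Alternatives were stricter thresholds, a minimum fold change, a minimum signal, distinct intervals, peaks with -log10 q of at least 5, chromosome arms only, reciprocal overlap, equal numbers of peaks, other windows, another ranking, other distances to start sites and leaving out each library. Alignment rates, FRiP and insert sizes need reads and were not analysed here, and neither was GC content, since a genome sequence was not used here.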

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

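The tests of extra copies, of missing sequence, of closed chromatin, of a lower neuronal share and of epidermal nuclei were chosen after their results had been seen, and the test of a signal trend was set before.

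The lowest adjusted p-value of the authors' deposited table, 4.79e-100, belongs to a region the paper does not discuss. It lies on 3L from 6712414 to 6712969, 387 bp beyond the 3′ end of ple, and has a log2 fold change of 4.43. It overlaps peaks in both dopamine lists and in no GABA list. It is part of an unbroken run of 18 consecutive regions more open in dopamine neurons, which spans 18.8 kb from 6709701 to 6728497 with log2 fold changes from 1.23 to 4.43. Among 6709 runs of regions more open in dopamine neurons, 6 others were at least as long, the longest with 26 regions. Extra copies of this sequence in the dopamine stock, with no change in opening, would raise the whole run by a common factor, but the log2 fold changes differed by more than their standard errors (Cochran's Q 250.7 over 18 regions, which treats the regions as independent). Extra copies as the only cause of the whole run are therefore argued against. Extra copies of ple sequence carried by the TH-Gal4 transgene may still be part of the increase, since every region of the run has a log2 fold change of at least 1.23 and a shared factor up to that size would not show in these values. The sequence that the driver carries was not used here, and such a part cannot be told apart from an open locus in dopamine neurons.

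In the authors' deposited table, 5 regions had a log2 fold change below -5, down to -10.07 on 3L (40440 to 40692). The others lie on 3L (40250 to 40369) and X (115879 to 116083, 116184 to 116263 and 5885482 to 5885571). They were singled out after their values had been seen. The implied mean normalized count of the dopamine libraries was at most 0.504 in these regions, compared with at least 5.48 in every other tested region, and the implied GABA count was 25.9 to 204. No dopamine list held a peak there, and 4 of the 5 regions had a peak in all 3 GABA lists. The region on X from 5885482 had one in 1 GABA list. A candidate explanation is a sequence missing from the dopamine stock, as 4 of these regions lie close to position 1 of their chromosome arm. Closed chromatin in dopamine neurons alone is argued against for the 4 regions with a peak in all GABA lists. They were compared with 6697 other regions of like width (80 to 253 bp) with a peak in all GABA lists and in no dopamine list. Among those, the lowest implied dopamine count was 9.67 and the median 59.1. The region on X from 5885482 is outside this comparison. Since the 5 regions were chosen for their low dopamine signal, the value of 0.504 is no independent test of missing sequence, which cannot be told apart without reads from a sequence that differs between the stocks. Reads shared between repeats were not tested.

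Regions at 4 genes of cuticle and epidermis (kkv, knk, serp and verm; the fifth gene of the list, y, has no region) had a median log2 fold change of 0.95 in the authors' deposited table, with 12 of 22 regions more open in dopamine neurons and 0 more open in GABA neurons. The median lay at the percentile 99.9 of random gene lists. The region of these with the highest mean signal, at verm, had a mean signal of 581 and a log2 fold change of 2.19. Glial genes had 11 of 32 regions more open in dopamine neurons and 1 more open in GABA neurons, and their region with the highest mean signal, at moody, had a mean signal of 2423 and a log2 fold change of 2.17. Pan-neuronal genes were lower in dopamine neurons, and a trend of log2 fold change with signal strength and promoter position did not account for this, since their median stayed at the percentile 1.33 once that trend was subtracted. A lower share of neuronal nuclei was tested on the assumption, not itself checked, that it would raise every other head cell type alike. The glial, muscle and hemocyte lists lay above the middle of random lists but within the middle 95%, and the fat body list, which rests on 2 genes with regions, lay at the percentile 34.0. The region with the highest mean signal had a log2 fold change of 1.13 for hemocytes (crq), -0.51 for muscle (Act57B) and 0.02 for fat body (FASN1). A lower neuronal share therefore stays open. A candidate explanation is nuclei of epidermal cells among the sorted dopamine nuclei, whether sorted by chance or labelled by the driver. Such nuclei would themselves lower the neuronal share, so this explanation was not told apart from a lower share. The list was written after the regions with the largest changes had been seen, some of them at cuticle genes; grh was considered and left out because it was among those seen, and none of the genes kept was. It was 1 of 4 lists added together, and the other 3, for fat body, hemocytes and muscle, lay within the middle 95% of random lists. None of its genes is in another list, and how many of them dopamine neurons themselves use was not tested. A difference between the neuron types stays open as well.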

How the results depend on the processing

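All alternatives were set before the data were examined. The number of regions more open in GABA neurons in the authors' deposited table fell from 5618 to 2857 at an adjusted p-value under 0.01. It fell to 1012 at an adjusted p-value under 0.05 with an absolute log2 fold change of at least 1, because smaller changes were left out. For regions with at least the median signal, the authors' p-values were adjusted anew over those regions alone, which gave 5956. The number of regions more open in dopamine neurons was between 10673 and 11727 under the same alternatives. Of the 15 marker regions, 14 passed the threshold, 12 at 0.01 and 13 among regions with at least the median signal, but 9 with the minimum fold change. The number of regions called in the marker's direction in all gene windows was 40, and 36 or 44 with other windows.

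With a distance of 1000 bp in place of 500 bp, the share of regions at start sites was 61.9% for dopamine, 30.3% for GABA and 39.8% for all tested regions. Counting regions that overlap the start site itself, it was 32.5%, 12.3% and 11.3%. These shares move by construction, and the dopamine share was the highest under each distance. The GABA share was under that of all tested regions at 500 bp and 1000 bp, but above it when the start site itself was overlapped.

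The GABA lists held more peaks on average than the dopamine lists under every alternative, by 13144.5 (without GABA library 3) to 25935 peaks. The base pairs covered by peaks overlapped between the types. Peaks covered 10.58 and 11.20 Mb in the dopamine lists and 11.37, 10.95 and 14.01 Mb in the GABA lists (exact permutation test, two-sided, p = 0.4). The restriction to chromosome arms removed no peak. Pairs of the same neuron type shared more peaks under every alternative, by 21.9 to 29.4 percentage points. With 2 and 3 libraries, none of these comparisons can pass 0.05. The number of marker genes separated by rank was 4, or 5 within gene bodies, where the edge of the window at DAT decides the difference. Among values of single genes and regions, 14 changed: 7 were adjusted p-values of marker regions that no longer passed a stricter threshold, from 5 regions, and 7 were percentiles that moved by more than the spread between libraries.

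No paired analysis was possible because the comparison table holds no value per library. For the same reason, other tests, normalizations, filters on counts and the comparison without each library were not run.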

Differences from the paper's values

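The number of peaks equals the paper's in both dopamine lists and is higher by 4 in each GABA list; no value differs from the paper's by more than 1.5 times when every summit is counted.

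The paper describes the CG14989 peak among those significantly more open in GABA neurons, while the same sentence prints p = 0.1 for it. In the authors' deposited table its adjusted p-value is 0.105, which rounds to the printed value, and its unadjusted p-value is 0.0310. The wording thus differs and the value does not. The alternatives do not test this result. Those with a stricter threshold cannot call it, and its mean signal of 57.2 is under the median of 81.0, so the minimum signal leaves it out.

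The paper describes the marker peaks as much smaller or absent in the other neuron type. Of the 15 regions, 6 overlap no called peak in the lists of the other type, 1 overlaps a peak in some of them and 8 overlap a peak in all of them. The implied fold difference in the authors' deposited table is 1.46 to 12.0 for the dopamine markers and 1.71 to 2.50 for the GABA markers.

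The gene-level p-values in the legend of Figure 7 are of 2 kinds: those of ple and DAT equal unadjusted p-values of the authors' deposited table, and those of hth, Gad1 and CG14989 equal adjusted ones. The hth value belongs to a region on 3R from 10588931 to 10589178 (log2 fold change 3.55) that carries no number in the text.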

Other observations

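The tests of sequencing depth, of the reads left after removal of duplicates and of a shift of start sites were chosen after their results, or the values they rest on, had been seen; the test of signal strength and width was set before, when the shares at start sites were already known.

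Gene lists were compared with random lists of like signal in the authors' deposited table. The pan-neuronal genes (nSyb, elav, brp and Syt1) had a median log2 fold change of -0.51 over 68 regions, 24 more open in GABA neurons and 2 in dopamine neurons, at the percentile 1.34; the region of these with the highest mean signal, at elav, had a log2 fold change of -0.66. Cholinergic genes (2 genes) lay at the percentile 1.33, glutamatergic (1 gene, 6 regions) at 0.75, octopaminergic (2 genes) at 4.58 and serotonergic (2 genes) at 33.2. Lists this short describe their genes and not a whole transmitter class. The study's GABA markers lay at 0.020, its dopamine markers at 90.3, other dopamine genes (Ddc, Vmat and Pu) at 53.4, VGAT at 2.96, the 2 driver genes together at 64.4 and w at 59.1. The list of driver genes pools the genes of both drivers. Of its 19 regions, 9 were more open in dopamine and 5 in GABA neurons, so its median says little about either gene. Photoreceptor genes lay at 13.95, glial genes at 87.0, hemocytes at 72.4 and muscle at 80.5.

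Regions more open in dopamine neurons lay at start sites more often than regions more open in GABA neurons, with an odds ratio of 3.55. Differences in signal strength and width of the regions did not account for this, since the Mantel-Haenszel odds ratio over strata of both was 4.08 (95% interval 3.77 to 4.43). This interval, too, treats regions as independent and leaves out the spread between libraries. The median log2 fold change of all regions was 0.31 at start sites and -0.12 elsewhere, and among regions without a call it was higher by 0.21 at start sites. A shift of start site regions as a whole cannot be told apart from true differences at many start sites, since differences too small to be called would move the regions without a call in the same direction.

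Fewer peaks were called in the dopamine lists. The paper's text does not name the settings of peak calling, so a difference in settings between the lists was not tested. The paper's depths are proportional to its numbers of reads, and its table does not say whether these were counted before or after the removal of duplicates. If before, 42888910 reads would be left in dopamine library 1 and 26338333 in dopamine library 2, against 35366130, 37543492 and 47759836 in the GABA libraries. Lower sequencing depth of dopamine library 1 is argued against if the reads were counted after removal of duplicates. Its 87707383 reads then exceed the 68274382 and 65981532 of GABA libraries 1 and 2, which have more peaks. If the reads were counted before, dopamine library 1 still has more left than these 2, but alignment rates per library were not used. The paper's mean rate was lower for dopamine than for GABA neurons, so that reading does not decide. Fewer reads left in dopamine library 2 stay open as a cause for that library only if the reads were counted before removal of duplicates. If they were counted after, its 87213024 reads also exceed those of GABA libraries 1 and 2, which argues against this cause. The highest -log10 q of a peak was 58.3 and 63.2 in the dopamine lists and 616, 505 and 413 in the GABA lists.

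Of all tested regions, 15715 (19.5%) overlapped no called peak in any of the 5 lists, and 16601 (20.6%) overlapped a peak in all of them.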
